A study of Mus musculus with 8 samples. Its data were reported in "Distinct phases of adult microglia proliferation: a Myc-mediated early phase and a Tnfaip3-mediated late phase" (2022).

How the data were processed

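The data were 8 single-cell RNA-seq libraries of lumbar spinal cord microglia from C57BL/6 mice. Microglia are the resident macrophages of the central nervous system. Cells were sorted for YFP, which the animals carried at the Cx3cr1 locus together with a tamoxifen-inducible Cre, and libraries were made with the 10x Genomics 3′ chemistry, in which each captured RNA molecule carries a cell barcode and a unique molecular identifier (UMI). Per the labels, 4 libraries were from control animals (naive, and 1, 2 and 3 days after sciatic nerve transection) and 4 from animals with floxed Tnfaip3 alleles at the same time points, called A20 cKO after the protein that Tnfaip3 encodes. Throughout, control and A20 cKO mean the libraries so labelled. Cords of several animals were pooled per library, so each of the 8 groups had 1 library and no replicate.

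The authors deposited raw UMI counts per gene and cell barcode, without normalization, as sparse matrices with barcode and gene lists. The matrices held only barcodes already called as cells. The counting software, the genome build and the thresholds of the cell filter applied in the study are not given in the sources used here, and the kit version differs between the labels and the methods. All 27998 gene identifiers were taken as deposited. Of these, 27645 (98.7%) matched the mouse annotation GENCODE M21 on the build GRCm38, from which coordinates are given.

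Cells with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs were kept, which left 14626 of 14883 barcodes and between 93.3% and 100% of each library. Libraries held between 1648400 and 15817426 UMIs in all barcodes, and the median of kept cells lay between 2780 and 4274 UMIs. Because depth differed between libraries, phase calls and shares of cells with Myc, Mki67 or Cdk1 were computed on cells thinned without replacement to 2000 UMIs. This is the largest multiple of 500 reached by at least 80% of the kept cells of every library. Shallower cells were left out, which kept 13691 cells. The unthinned values are given beside the thinned ones. Shares of cells with any other gene, and shares in clusters of other cell types, are of kept cells without thinning.

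Cell cycle phases were called with Seurat 5.3.0 in R 4.3.3 (NormalizeData, then CellCycleScoring) on all libraries merged without integration. The study integrated its libraries, which changes expression values, so integration was not used here. All 43 S genes and 52 of 54 G2/M genes of the updated Seurat lists matched a mouse symbol by upper case. Any positive score gives a phase in this method, so cells whose larger score lay within 0.05 of 0 were counted as near the threshold. A strict class required UMIs of at least 3 of 18 core G2/M genes, or of at least 3 of 12 core S genes with fewer than 3 core G2/M genes.

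Gene levels were UMI sums per library as CPM, the UMIs of the gene scaled to one common library total. For log2 ratios of these sums 0.5 UMIs were added. No test between groups was run, because each group had 1 library and cells are not replicates. Intervals are therefore exact Poisson intervals for sums, exact Clopper-Pearson intervals for shares, Newcombe intervals for differences of shares and exact conditional intervals for ratios, all at 95%. They cover counting error only and say nothing about variation between animals or preparations. Where no UMI was found, the limit is that of 3 counts. Fold changes against 0 UMIs are given as lower bounds against 3 counts in that library. They leave out counting error in the other library, so the 95% interval of the ratio would give a smaller bound.

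Gene sets were fixed before the data were examined: immediate-early, interferon response, MHC class I, NF-kB target, homeostatic microglia and MYC-linked nucleolar and growth genes. The median log2 ratio of each set was placed among 10000 random lists of the same size matched on mean expression in 20 bins. Library comparisons used genes with at least 100 UMIs in both sums together.

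Phase profiles were sums over the S or G2/M cells of a library, thinned to one total per comparison family. The distance between 2 profiles was the root mean square log2 ratio over genes with at least 50 UMIs in both sums together, leaving out phase genes, mitochondrial, ribosomal-protein, Xist and Y-linked genes. The same value was computed in 100 Poisson draws from the pooled proportions, and the difference of squares is called the excess distance. It is 0 for profiles that differ by Poisson noise of the sums alone. Variation between the cells that make up a sum also raises it, most where a sum holds few cells, and is not taken off. The interval used to decide whether an excess moved under another setting resampled genes and is not an error of the libraries.

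Besides a fixed list, genes are named by one rule: the 3 largest positive and 3 largest negative log2 ratios per comparison among genes with a mean of at least 50 CPM. Phase genes, mitochondrial, ribosomal-protein, Xist, Y-linked and predicted genes were left out of this ranking. Genes outside the rule are said to be chosen after their values were seen. Some genes of the fixed list or the rule are not reported here.

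Kept cells were clustered with scanpy 1.11.5 (2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 1), which gave 17 clusters. By marker lists for microglia, perivascular macrophages, monocytes, neutrophils, oligodendrocytes, astrocytes, neurons, endothelial cells, T or NK cells and B cells, 13 clusters with 14380 cells (98.3%) were microglia-like, 2 with 26 cells were endothelial-like or neuron-like, and 2 with 220 cells stayed unnamed. In 9 clusters over 50% of the cells came from 1 library, and such a cluster may be that library rather than a type, so cluster sizes are not compared. Scrublet called 78 doublets (0.533%), but only 15 of 11947 cells (0.126%) in the 4 libraries with over 1000 cells. It did not work there, and no doublets were removed in the reported values.

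The alternatives were no cell filter, a stricter filter (1000 genes, 2000 UMIs, 5% mitochondrial UMIs), removal of clusters of other cell types or of Scrublet doublets, no thinning, thinning to 1000 UMIs, another random seed, cells of 1 sex by Xist or Y-linked genes, phase scoring in each library, strict classes, mean of cell CPM, centring on the median gene, and other gene choices for the phase profiles. Removal of barcodes that occur in more than 1 library, its combination with a minimum of 200 UMIs per gene, and G1 profiles of all 28 pairs of libraries were chosen after seeing the data.

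The log2 ratio and interval steps were tested on simulated data with 200 changed genes among the 8866 genes of control day 1 against control naive. The sign was recovered for 100% of the changed genes, the interval left out 0 for 95.5% of them, and 95.8% of intervals held the simulated ratio. For equal profiles the excess distance was 0.0021, and for a simulated variance of 0.09 it was 0.0966. These profiles were Poisson draws of sums and held no variation between cells. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.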

Results

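RNA of single YFP-sorted microglia from the lumbar spinal cord was counted in 8 libraries, 4 labelled control and 4 labelled A20 cKO. In each genotype 1 library was from naive animals and 1 each from animals 1, 2 and 3 days after sciatic nerve transection, an injury after which spinal microglia divide. Each library was a pool of animals without replicates, so every comparison is between single libraries. Ranges after values are 95% intervals and cover counting error only.

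Control naive had 609 barcodes with 1648400 UMIs in total, control day 1 3329 with 14065021, control day 2 3585 with 15817426 and control day 3 2171 with 7336230. A20 cKO naive had 2980 barcodes with 8966485 UMIs, A20 cKO day 1 930 with 3063469, A20 cKO day 2 700 with 3065939 and A20 cKO day 3 579 with 2560763. The median depth of kept cells was 2780, 4080, 3911 and 3191 UMIs in control naive, day 1, day 2 and day 3, and 2824, 3107.5, 4128 and 4274 UMIs in the A20 cKO libraries in the same order. Xist, which is transcribed in female cells, was found in 3 kept cells of all libraries together, and Y-linked genes were found in 8033 of 14626.

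Before groups were compared, the libraries were checked for splits that the labels do not give. Barcodes shared between libraries were counted for all 28 pairs and set against the number expected at the median rate of the pairs. Control day 3 and the 4 A20 cKO libraries, called the linked libraries from here on, shared 256 barcodes where 45.6 were expected, and all 10 of their pairs were above chance at a Poisson tail of 0.001. Their 15 pairs with control naive, day 1 and day 2 shared 98 where 129.8 were expected, and 0 of these pairs were above chance, the highest ratio being 3.76 on 5 barcodes. The 3 pairs among control naive, day 1 and day 2 shared 27 where 37.9 were expected. In the expression profiles of G1 cells, the median excess distance was 0.147 among the linked libraries (range 0.0665 to 0.275), 0.717 between them and the other 3 (0.413 to 1.01), and 0.242 among the other 3 (0.176 to 0.416). Of the other 3, control naive was 0.242 and control day 1 0.176 from control day 2, nearer than any linked library, while control naive was 0.416 from control day 1 and 0.413 from control day 3. Control day 3 and A20 cKO naive against control naive, and control day 3 against control day 2, therefore cross this split. The A20 cKO days against A20 cKO naive, and A20 cKO naive against control day 3, lie within the linked libraries. Control day 1 and day 2 against control naive do not cross the split. The genotypes can be compared within the linked libraries on day 3 only, since on the other days the A20 cKO library is linked and its control is not.

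**Figure D1:**
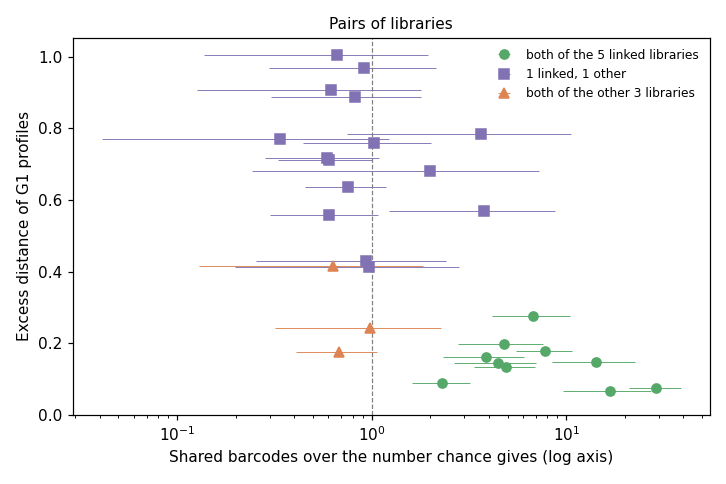
Pairs of libraries by the ratio of shared to expected cell barcodes (x axis, log scale, no unit) and the excess distance of their G1 profiles (y axis, squared log2 ratio), with 1 point for each of 28 pairs, shapes and colours for the side of the split, lines for exact Poisson 95% intervals and a dashed line at a ratio of 1. The 10 pairs among control day 3 and the A20 cKO libraries lie between 0.0665 and 0.275 on the y axis, the 15 pairs across the split between 0.413 and 1.01, and the 3 other pairs between 0.176 and 0.416.

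Tnfaip3 (ENSMUSG00000019850, chromosome 10, 19000910 to 19015657, minus strand, GRCm38) is the gene floxed in the A20 cKO animals. The 3′ tag of the chemistry need not lie in the deleted part, so its UMIs do not check the deletion. Tnfaip3 reached 24.1 CPM (17.1 to 32.9) in control naive, 25.3 (22.7 to 28.02) on day 1, 6.83 (5.60 to 8.24) on day 2 and 20.3 (17.2 to 23.9) on day 3. In A20 cKO it reached 47.4 CPM (43.0 to 52.2) in the naive library, 42.3 (35.3 to 50.3) on day 1, 52.4 (44.6 to 61.2) on day 2 and 67.7 (57.9 to 78.6) on day 3. A20 cKO naive was higher than control naive by 0.96 log2 (0.50 to 1.49), across the split, and higher than control day 3 by 1.22 log2 (0.95 to 1.50), within the linked libraries. On day 3, where both genotypes are linked libraries, the level was 67.7 CPM in A20 cKO and 20.3 in control. The median log2 ratio of all genes was −0.13 in control day 1 and −0.12 in control day 2 against control naive, and 0.15 in control day 3 against day 2. Relative to these shifts, Tnfaip3 changed by −1.71 log2 in control day 2 against naive and, across the split, by 1.42 in day 3 against day 2. Taking the mean of cell CPM in place of summed UMIs moved a ratio of this gene most in control day 2 against day 1, from −1.88 to −1.69.

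**Figure D2:**
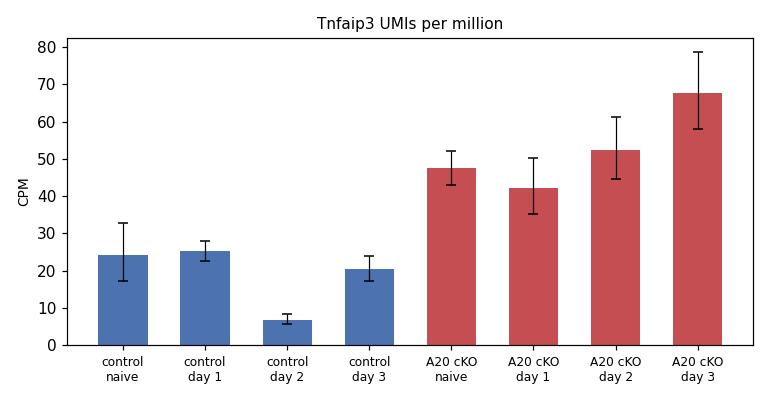
Tnfaip3 in CPM (y axis) in the 8 libraries (x axis), with bars for the level in 1 library each, control and A20 cKO in different colours, and lines for exact Poisson 95% intervals. Control day 2 was lowest at 6.83 CPM and A20 cKO day 3 highest at 67.7 CPM.

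Identity markers were counted as the share of kept cells with at least 1 UMI. In the 4 control libraries together (9593 cells) the share was 99.4% for P2ry12, 99.7% for Tmem119, 99.4% for Csf1r and 94.3% (93.8 to 94.8) for Fcrls. Over all 8 libraries (14626 cells) the shares were 97.8%, 99.2%, 98.6% and 79.9% in the same order. The stricter filter moved the Fcrls share of the controls most, to 95.3%. In the 26 cells of clusters named as other types, all from the linked libraries and with a median of 1348 UMIs against 3532 in all kept cells, Fcrls was found in 15.4%. Of these cells 21 had 13 distinct barcodes and the other 5 had 1, so they are not independent. The share of cells with Fcrls was 92.8%, 97.6%, 96.3% and 86.1% in control naive, day 1, day 2 and day 3, and 59.96%, 59.9%, 31.9% and 26.7% in A20 cKO in the same order. Its level in A20 cKO naive was below that in control naive by a log2 ratio of −1.38 (−1.46 to −1.31). Among genes of other macrophages, Ccr2 was found in 0.427% of control cells and Mrc1 in 0.115%. Cd163 was found in 0 of 9593 control cells, which allows a share of cells with a UMI of up to 0.0313%. Cells with too little Cd163 to give a UMI at this depth are not covered by this limit.

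Phase shares were compared over days to ask when cells carry S or G2/M transcripts, on cells thinned to 2000 UMIs. The thinned cells numbered 502, 3225, 3480 and 1878 in the control libraries in order of day, with 66, 98, 105 and 239 shallower cells left out. In A20 cKO they numbered 2612, 830, 626 and 538, with 310, 56, 41 and 20 left out. In control naive 6.18% of cells (4.23 to 8.65) were called S. The share was 24.6% on day 1, 35.9% on day 2 and 16.8% on day 3, which is 18.4 (15.6 to 20.8), 29.8 (26.9 to 32.2) and 10.7 (7.71 to 13.2) percentage points above naive. Without thinning the S shares were 5.99%, 21.6%, 34.7% and 14.2%. In control naive 3.78% of cells (2.29 to 5.85) were called G2/M, against 7.19% on day 1, 36.6% on day 2 and 16.03% on day 3. The differences from naive were 3.41 (1.19 to 5.05), 32.8 (30.2 to 34.9) and 12.2 (9.65 to 14.4) points. Without thinning the G2/M shares were 4.58%, 5.48%, 46.0% and 17.8%. Of the time points, day 2 had the highest control shares of both phases, and day 3 against naive crosses the library split.

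The same shares in A20 cKO were 12.6% (11.4 to 14.0) S and 7.66% (6.67 to 8.74) G2/M in the naive library. Against control naive these were higher by 6.46 (3.72 to 8.69) and 3.87 (1.61 to 5.60) points, across the split. The S difference hung on the thinning, being 2.37 points (−0.915 to 5.16) with another seed and 1.91 (−1.40 to 4.82) at 1000 UMIs. Against control day 3, within the linked libraries, they differed by −4.19 and −8.37 points. In A20 cKO the S share was 24.1% on day 1, 22.4% on day 2 and 18.6% on day 3, which is 11.5 (8.38 to 14.7), 9.73 (6.37 to 13.4) and 5.95 (2.62 to 9.67) points above A20 cKO naive. The G2/M share was 6.63% on day 1, 18.5% on day 2 and 14.5% on day 3. Day 1 did not differ from naive at this depth (−1.03 points, −2.88 to 1.10), and days 2 and 3 were higher by 10.9 (7.83 to 14.2) and 6.84 (3.91 to 10.2). Without thinning the S shares of A20 cKO were 10.6%, 24.3%, 20.99% and 15.6%, and the G2/M shares 9.48%, 7.67%, 21.1% and 13.6%. On day 3, within the linked libraries, the intervals of control and A20 cKO overlapped for S (15.2 to 18.6 and 15.4 to 22.1) and for G2/M (14.4 to 17.8 and 11.6 to 17.8).

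Phase calls depend on how they are made, and cycling is not read from them alone. Scoring each library by itself, which centres every library on its own mean, moved the values most and turned the difference from naive to −7.73 points for S in control day 1 and to −18.8 for G2/M in control day 2. Between 43.2% and 58.5% of the thinned cells of a library had scores near the threshold. Of the cells called G2/M, 89.5% in control naive, 90.1% in control day 1 and 44.1% in control day 2 were near it. Under the strict class the G2/M share was 0.199% in control naive (1 of 502 cells), 0.0930% on day 1 (3 of 3225), 15.2% on day 2 and 8.95% on day 3. In A20 cKO it was 2.64%, 2.65%, 12.6% and 7.62%. The G2/M difference of control day 1 from naive thus became −0.106 points, while that of control day 2 was 15 (13.5 to 16.2) and that of A20 cKO naive 2.44 (1.37 to 3.15). With another thinning seed the S share of control naive was 10.96%, the S differences from it were 14.3 points on control day 1 and 5.50 on day 3, and the G2/M difference of A20 cKO day 3 from A20 cKO naive was 3.85. Free RNA is open as a part of these differences, since Mbp, an oligodendrocyte gene, was more widely found in the linked libraries. Without thinning, it was in 18.5% to 41.5% of their kept cells and in 5.42% to 6.53% of those of the other 3.

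**Figure D3:**
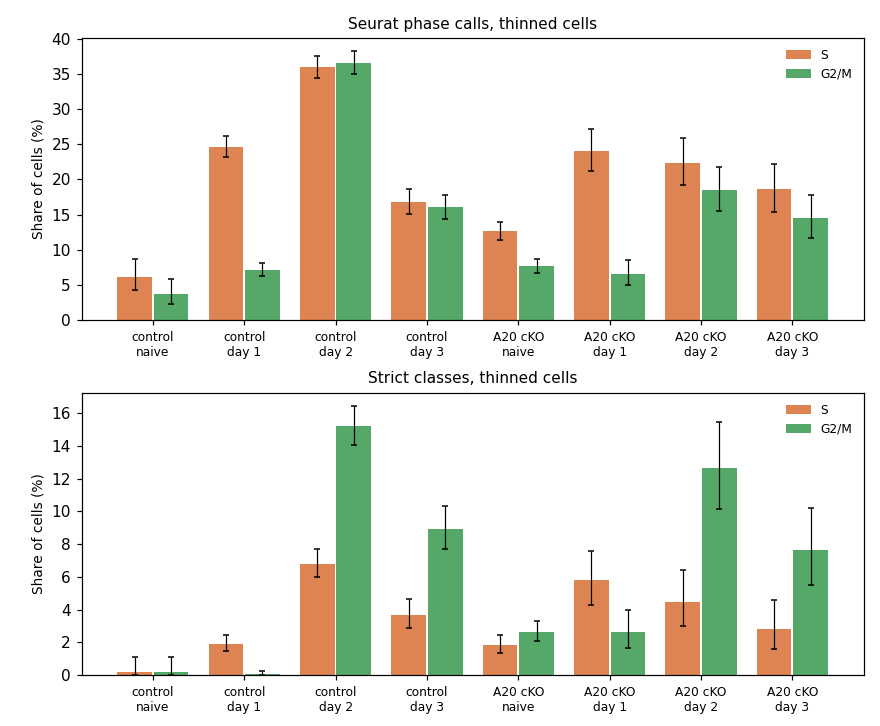
Share of thinned cells in S and G2/M, in percent (y axis), in the 8 libraries (x axis), by Seurat calls (top) and by the strict classes (bottom), with bars for 1 library and phase each and lines for exact Clopper-Pearson 95% intervals. Control day 2 had 36.6% G2/M cells by Seurat calls and 15.2% by the strict class, and control naive 3.78% and 0.199%.

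Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374, plus strand) was compared over days because the study assigns it to the early phase of proliferation. A Myc UMI was found in 6.57% of thinned cells of control naive, 15.7% on day 1, 8.28% on day 2 and 9.32% on day 3. Against naive the differences were 9.09 points (6.29 to 11.3) on day 1, 1.70 (−0.959 to 3.79) on day 2 and 2.74 (−0.0558 to 5.07) on day 3. The call for days 2 and 3 hung on the thinning seed: with another seed the differences were 3.18 points (0.754 to 5.03) and 3.81 (1.24 to 5.90). In A20 cKO the shares were 10.0%, 15.7%, 8.31% and 9.29%. Day 1 was higher than A20 cKO naive by 5.63 points (3.02 to 8.48), and days 2 and 3 differed from it by −1.72 (−3.99 to 0.936) and −0.737 (−3.22 to 2.22). A20 cKO naive was 3.46 points (0.715 to 5.67) above control naive, across the split. Without thinning the shares were 7.92%, 28.02%, 16.2% and 13.8% in control and 14.3%, 23.02%, 14.8% and 14.5% in A20 cKO, and omitting thinning moved the day 1 difference in control most, to 20.1 points. Of the 26 cells named as other types 1 had a Myc UMI (3.85%, 0.0973 to 19.6), so shares of this size were not told from background, and in control naive, day 1 and day 2 no background was measured. The 26 cells were not thinned, and the interval counts repeated barcodes as separate cells, so it is too narrow.

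By summed UMIs, Myc reached 31.5 CPM (23.4 to 41.4) in control naive, 96.5 (91.4 to 101.7) on day 1, 43.4 (40.2 to 46.7) on day 2 and 46.4 (41.6 to 51.6) on day 3. The log2 ratios against control naive were 1.60 (1.21 to 2.05) on day 1, 0.45 (0.05 to 0.90) on day 2 and 0.55 (0.13 to 1.01) on day 3, and 1.73, 0.57 and 0.48 relative to the median gene. In A20 cKO it reached 54.8 CPM (50.1 to 59.9) in the naive library, 85.5 (75.4 to 96.6) on day 1, 41.5 (34.6 to 49.4) on day 2 and 38.6 (31.3 to 47.0) on day 3. The log2 ratios against A20 cKO naive were 0.64 (0.42 to 0.86), −0.40 (−0.69 to −0.12) and −0.50 (−0.84 to −0.19). Between genotypes, Myc differed by 0.79 log2 (0.38 to 1.25) in the naive libraries. On days 1, 2 and 3 it differed by −0.17 (−0.37 to 0.02), −0.06 (−0.35 to 0.21) and −0.26 (−0.61 to 0.06), and the day 3 value lies within the linked libraries.

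Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361, minus strand) and Cdk1 (ENSMUSG00000019942, chromosome 10, 69335146 to 69352938, minus strand) mark dividing cells. Mki67 was found in 0.199% of thinned cells of control naive and 0.186% on day 1, and in 12.7% on day 2 and 12.2% on day 3. Day 2 and day 3 exceeded naive by 12.5 (11.1 to 13.7) and 11.99 (10.3 to 13.6) points. In A20 cKO the shares were 3.64%, 3.86%, 15.2% and 7.62%. A20 cKO naive exceeded control naive by 3.44 points (2.31 to 4.24), across the split, and was exceeded by day 2 by 11.5 (8.82 to 14.6) and by day 3 by 3.98 (1.88 to 6.62). Without thinning the control shares were 0.176%, 0.421%, 23.9% and 16.3% and the A20 cKO shares 4.38%, 5.08%, 21.1% and 11.5%, and the day 2 difference in control moved most, to 23.7 points. No order is read between control days 2 and 3, because the level was 92.2 CPM (87.5 to 97.0) on day 2 and 153.7 (144.8 to 163.0) on day 3 while the shares went the other way. It was 2.47 CPM (0.673 to 6.32) in control naive and 1.64 (1.04 to 2.45) on day 1. In A20 cKO it was 51.1, 64.7, 269.3 and 125.1 CPM.

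Cdk1 was found in 0.797%, 0.651%, 6.55% and 3.41% of thinned control cells in order of day and in 1.88%, 1.93%, 4.79% and 4.28% of those of A20 cKO. Control day 2 and day 3 exceeded naive by 5.75 (4.30 to 6.75) and 2.61 (1.18 to 3.65) points, and day 1 did not differ from it at this depth (−0.146, −1.40 to 0.449). A20 cKO day 2 and day 3 exceeded A20 cKO naive by 2.92 (1.38 to 4.93) and 2.40 (0.869 to 4.51) points, and A20 cKO naive did not differ from control naive at this depth in the share (1.08, −0.236 to 1.85), while by summed UMIs it was higher by 1.45 log2 (0.45 to 2.89). Without thinning the shares were 1.23%, 1.75%, 14.3% and 5.48% in control and 2.98%, 3.50%, 13.04% and 7.71% in A20 cKO, and the control day 2 difference moved most, to 13.05 points. The levels were 4.32, 4.27, 46.1 and 23.1 CPM in control and 12.6, 13.5, 41.2 and 32.7 CPM in A20 cKO. Mki67 and Cdk1 were found in 0 of the 26 cells named as other types, which would allow a share of cells with a UMI of up to 11.5% if the cells were independent. Repeated barcodes among them make this limit too low.

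**Figure D4:**
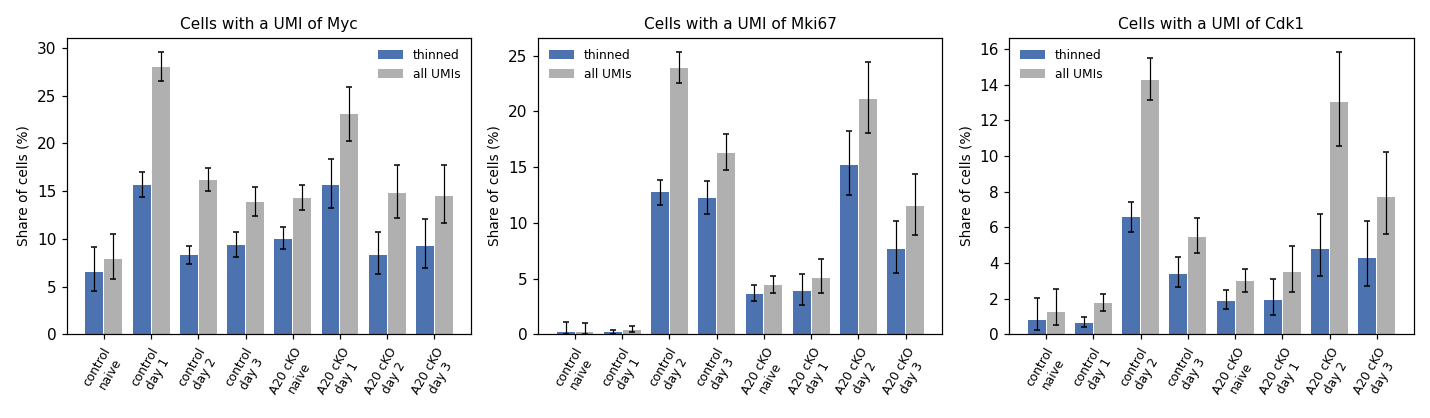
Share of cells with at least 1 UMI of Myc, Mki67 or Cdk1 (panels), in percent (y axis), in the 8 libraries (x axis), with blue bars for thinned cells, grey bars for kept cells with all UMIs and lines for exact Clopper-Pearson 95% intervals. The thinned Myc share was 15.7% on day 1 in both genotypes, and the Mki67 share on day 2 was 12.7% in control and 15.2% in A20 cKO.

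Whole libraries were compared with their naive library to describe what changed over days. In control day 1 Hspa1a had 2185 UMIs against 0 in control naive, at least 84.0-fold higher, and Fos and Fosb were higher by 7.63 (7.17 to 8.19) and 7.11 (6.10 to 8.67) log2. The lowest ratios were those of Slx1b (−2.45), Tmem80 (−2.34) and AY036118 (−2.27). In control day 2 Cd244, Stmn1 and Fos rose most, by 4.76, 3.83 and 3.17 log2, and Gal3st4, Slx1b and AY036118 had ratios of −2.52, −2.50 and −2.17. These ratios of days 1 and 2 include the shift of the median gene. In control day 3, across the split, Ttr was at least 118.4-fold higher than in control naive, where it had 0 UMIs, and Ifit2 and Cxcl10 rose by 5.53 and 5.50 log2. Exosc2, Slx1b and Tmem80 had ratios of −3.43, −3.30 and −2.24. Slx1b was also low in uninjured A20 cKO naive against control naive (−3.09). Slx1b and Tmem80 were among the leading genes of a cluster with 98.5% of its cells from control naive. A feature of that library, the shared reference, is thus open as the cause of their low ratios.

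In A20 cKO naive Cxcl13 had 4777 UMIs against 0 in control naive, at least 289.3-fold higher, and Ttr was at least 68.0-fold higher. Pydc4 had 1020 UMIs against 1, a log2 ratio of 6.95 (5.05 to 12.84). Exosc2, Slx1b and Snhg9 were lowest at −3.43, −3.09 and −2.16. Against A20 cKO naive, Ccl12, Ttr and Cd244 rose in A20 cKO day 1 by 2.06, 1.66 and 1.63 log2, and Fosb, Fos and Egr1 had ratios of −5.92, −5.25 and −4.23. On day 2 Il12b, Casc5 and Hist1h1b rose by 2.58, 2.24 and 2.11, and Egr1, Fos and Fosb had ratios of −4.82, −4.58 and −4.18. On day 3 Ccl4, Ttr and Ccl2 rose by 1.66, 1.64 and 1.52, and Sox4, Fcrls and Il7r had ratios of −2.21, −2.18 and −2.12. Of the Ttr UMIs in each linked library, between 79.2% and 95.8% were under a single barcode, which was the same in all 5, and Ttr had 0 UMIs in the other 3 libraries.

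Gene sets were compared by the median log2 ratio of their members and its percentile among matched random lists. The choice that moved a set most was the mean of cell CPM, which took the MHC class I median of A20 cKO naive against control naive from 1.33 to 1.05. Medians of control days 1 and 2 against control naive are given relative to the median gene, and all others without this centring unless stated. The immediate-early set changed against control naive by 4.13 on day 1, 0.59 on day 2 and 1.48 on day 3. In A20 cKO naive against control naive its median was 1.89. Against A20 cKO naive it was −1.46 (percentile 0) on day 1, −1.89 (percentile 0) on day 2 and −0.22 (percentile 2.61) on day 3. Fos (ENSMUSG00000021250) was found in 4.93%, 99.7%, 40.2% and 41.3% of kept control cells in order of day and in 45.0%, 2.71%, 6.45% and 43.5% of those of A20 cKO. No background share of Fos was measured in control day 1. In control day 1 the median of the immediate-early set was 4.0 before the shift was taken off, and it was 4.0 with its 2 members at 0 UMIs in control naive set to their bound.

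The interferon response set changed against control naive by −0.88 on day 1, −0.28 on day 2 and 2.67 on day 3. It was 2.72 (percentile 100) in A20 cKO naive against control naive and −0.13 (percentile 6.33) against control day 3, within the linked libraries. Against A20 cKO naive it was 0.18, 0.79 and 0.89 on days 1, 2 and 3. The MHC class I set was at 1.33 (percentile 100) in A20 cKO naive against control naive and 0.88 against control day 3. The NF-kB target set was at 0.59 (percentile 99.86) and 0.69 in the same comparisons. The homeostatic set was at −0.55 (percentile 0) in A20 cKO naive against control naive and 0.04 against control day 3. It was below 0 on every later day in both genotypes against the naive library of the genotype, between −0.18 and −0.65 under centring on the median gene. The MYC-linked set was at 0.97, 0.63 and 0.39 (percentile 97.17) in control days 1, 2 and 3 against control naive, and at 0.81 (percentile 100), 0.46 and 0.18 in A20 cKO days 1, 2 and 3 against A20 cKO naive.

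Phase profiles were compared because the study asked whether dividing cells of control day 2, control day 3 and A20 cKO are alike. In G2/M cells the excess distance was 0.436 between control day 2 (1273 cells) and day 3 (301 cells), 0.685 between A20 cKO naive (200 cells) and control day 2, and 0.199 between A20 cKO naive and control day 3. The first pair of these distances crosses the library split and the last lies within the linked libraries. G1 cells of the same libraries gave 0.478, 0.555 and 0.124 in the same order. A20 cKO naive was thus nearer to control day 3 than to day 2 by 0.486 in G2/M cells and by 0.431 in G1 cells. Against A20 cKO naive, G2/M cells of A20 cKO days 1, 2 and 3 were at 0.191, 0.255 and 0.112, and G1 cells at 0.171, 0.217 and 0.174. These G2/M sums held 55, 116 and 78 cells and the G1 sums 575, 370 and 360. Variation between cells can be part of these distances, more so in the smaller G2/M sums. In S cells control day 1 and day 2 were 0.284 apart, and in G1 cells 0.212. A minimum of 200 UMIs per gene moved the distance of A20 cKO day 2 most, to 0.577, and to 0.287 when barcodes found in more than 1 library were also removed. The stricter cell filter, which left 115 of its 116 G2/M cells, gave 0.203 for this distance.

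In the G2/M cells of control day 2 against day 3, Exosc2, Tgfb1 and Srm were higher by 3.20, 1.97 and 1.55 log2, and Slfn5, Ifit2 and Ifit3b had ratios of −5.66, −5.31 and −4.82. The interferon set had a median of −2.93 in this comparison, 3.48 in A20 cKO naive against control day 2 and 0.04 against control day 3. In A20 cKO naive Cxcl13 was at least 1530-fold higher than in control day 2, where it had 0 UMIs, Mnda and Pydc4 were higher by 7.28 and 6.95, and Cd244, Mrpl28 and Mrpl12 had ratios of −2.06, −1.99 and −1.90. Against control day 3, which had 3 Cxcl13 UMIs, the ratio of Cxcl13 was 8.14 (6.81 to 10.64), Ccl5 and H2-Q7 were higher by 6.18 and 4.17, and Spp1, Gas6 and Fcrls had ratios of −3.73, −2.05 and −1.76.

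In A20 cKO day 1 against naive, Fry, Ccl12 and Cdc42se2 were higher in G2/M cells by 3.10, 2.12 and 1.68. Fosb had 0 UMIs and was at least 10.996-fold lower, Fos had 3 UMIs with a ratio of −5.07 (−7.58 to −3.74) and Dusp1 had 2 UMIs with a ratio of −4.33 (−7.70 to −2.77). In A20 cKO day 2 Ttr, most of it under 1 repeated barcode, Cd244 and Neil3 were higher by 7.38, 2.15 and 1.73, and Fos, Egr1 and Fosb had ratios of −6.27, −4.69 and −4.44. In A20 cKO day 3 Fry, Ccl3 and Tmem80 were higher by 2.10, 1.70 and 1.32, and Lrba and Ddit4 had ratios of −2.04 and −1.99. In S cells of control day 1 against day 2, Dusp1, Klf4 and Hspa1a were higher by 5.31, 4.74 and 4.63, and Stmn1, Ifi27l2a and Hist1h2ap had ratios of −2.67, −2.21 and −1.76. In these S cells the immediate-early set had a median of 3.32 and the MYC-linked set of 0.56.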

Values the study reported

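The study reported that 99.7% of all cells expressed each of P2ry12, Tmem119 and Csf1r, and that 98.3% expressed Fcrls.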

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

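All tests in this part were applied to these patterns only after the results had been seen. Centring on the median gene and the mean of cell CPM had been set as alternatives before. No group had the 4 samples needed to look for a sample far from the others. Where values of control and A20 cKO libraries went in opposite directions, the difference itself was not tested, since each group had 1 library. Set medians and Myc ratios in this part are not centred on the median gene unless stated.

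The immediate-early set went in opposite directions against the naive library of the same genotype. Its median was 4.0 in control day 1 and −1.46 in A20 cKO day 1, and 0.47 in control day 2 and −1.89 in A20 cKO day 2. A few genes of the set did not carry the day 1 values, since at least 94.4% of its members followed the median in each genotype. Cell handling that differed between libraries stays open and cannot be told apart from the day and the genotype. A Fos UMI was found in 99.7% of control day 1 cells and in 2.71% of A20 cKO day 1 cells, but free RNA can put a UMI of an abundant gene into most cells, and no background share was measured in control day 1. A response to the injury or to the loss of A20 stays open and was not tested.

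The interferon set had a median of −1.01 in control day 1 and 0.18 in A20 cKO day 1. For the MHC class I set the medians were −0.49 in control day 2 and 0.48 in A20 cKO day 2, and for the NF-kB target set −0.29 in control day 3 and 0.38 in A20 cKO day 3. On the other days the interferon set was at −0.39 and 0.79 in control and A20 cKO on day 2 and at 2.67 and 0.89 on day 3, and the MHC class I set at −0.39 and −0.07 on day 1 and at 0.20 and 0.70 on day 3. The NF-kB target set was at 0.74 and 0.18 on day 1, and at −0.40 and −0.02 on day 2, where the A20 cKO value is 0.06 when centred on the median gene and 0.04 by the mean of cell CPM. Scaling by total UMIs does not explain the opposite directions, because all 6 medians kept their sign when ratios were centred on the median gene, the one nearest to 0 being 0.14 for the interferon set in A20 cKO day 1. Control day 3 against control naive crosses the library split, so its value and the split cannot be told apart. A genotype difference in these responses stays open and was not tested.

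The Myc log2 ratio against naive was 0.45 in control day 2 and −0.40 in A20 cKO day 2, and 0.55 in control day 3 and −0.50 in A20 cKO day 3. Scaling by total UMIs was excluded, since all 4 signs stayed under centring, the one nearest to 0 being −0.32 in A20 cKO day 2. A higher level in the A20 cKO naive library is a candidate explanation for the opposite signs: the naive libraries differed by 0.79 log2, while the larger difference between genotypes on days 2 and 3 was −0.26. Whether the naive level reflects the loss of A20 or the library was not tested, and the naive libraries lie on different sides of the library split.

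Cell barcodes, which the comparisons of the report do not use, were shared among control day 3 and the 4 A20 cKO libraries at 5.62 times the number chance gives. Chance overlap was excluded, since the lowest ratio among their 10 pairs was 2.31 and each pair was above chance. Molecules of a single cell counted in more than 1 library may explain the excess. Cells with the same barcode in a pair of these libraries had a median cosine of 0.405, against 0.261 for shuffled pairs, a difference of 0.144. For the pairs across the split the values were 0.477 and 0.454. Removing the shared barcodes, 1.59% to 9.14% of each library, moved none of the 58 share differences and profile distances recomputed without them beyond its interval. No biological explanation was tested.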

How the results depend on the processing

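In this part the removal of shared barcodes, with or without a minimum of 200 UMIs per gene, was chosen only after the results had been seen, and all other alternatives before. Of 1194 values recomputed for 166 results, 1042 stayed within the 95% interval of the reported value, 134 moved beyond it, and 18 whose interval left out 0 changed sign. All 158 values without Scrublet doublets stayed, which says little on doublets, since only 15 of 11947 cells were removed in the 4 largest libraries. Also unmoved were the 58 without shared barcodes and 161 of 166 under the stricter filter. Dropping the cell filter added 0 cells to the thinned set, so shares, phases and distances of thinned cells could not move. Of the 107 values it changed at all, 104 stayed. Removing clusters of other types, 26 cells, changed 105 of 158 values at all, and all of these stayed. An unnamed cluster of 16 cells, in which no microglia marker was widely found, was not removed. This setting thus does not cover all cells that may be of other types. Of 100 values each, 81 stayed under centring on the median gene and 86 under the mean of cell CPM. The alternative of cells with Xist and no Y-linked gene gave no value, since no library has enough of them. Unless stated, the cause was not tested. Differences are in percentage points.

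Scoring phases in each library by itself turned 17 of 20 differences. For S these were −7.73, −10.5 and −6.80 in control days 1, 2 and 3 and −1.0 in A20 cKO naive against control naive, −5.91 and −8.98 in A20 cKO days 2 and 3 against A20 cKO naive, −2.73 in control day 2 against day 1, 3.65 in control day 3 against day 2 and 5.80 in A20 cKO naive against control day 3. For G2/M they were −4.43, −18.8, −20.1 and −10.8 against control naive in the same order, −11.5 and −10.8 in A20 cKO days 2 and 3, −14.4 in control day 2 against day 1 and 9.36 in A20 cKO naive against control day 3. A20 cKO day 1 moved to 0.940 for S and −5.04 for G2/M. By construction this setting takes the mean score out of each library, so differences between libraries in the mean are lost.

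Strict classes gave −0.106 for G2/M in control day 1 against naive, a change of sign. They lowered the S differences to 1.72, 6.61 and 3.47 in control days 1, 2 and 3, 1.64 in A20 cKO naive, and 3.95, 2.64 and 0.9504 in A20 cKO days 1, 2 and 3, and the G2/M differences to 15 and 8.75 in control days 2 and 3. By construction they call fewer cells. The excess distances of G2/M cells became 0.358 between A20 cKO naive and control day 3, and 0.171 and 0.0761 for A20 cKO days 2 and 3.

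Thinning to 1000 UMIs changed the S differences to 9.65, 22.5 and 4.11 in control days 1, 2 and 3 and 1.91 in A20 cKO naive, and the G2/M differences to 25.1 in control day 2 and 1.56 in A20 cKO day 1. The Myc differences became 6.15 in control day 1, 2.54 in A20 cKO day 1 and −4.63 in control day 2 against day 1. Mki67 became 6.49, 6.63, 2.15 and 7.72 in control days 2 and 3, A20 cKO naive and A20 cKO day 2, and Cdk1 3.09 in control day 2, 0.117 in A20 cKO day 3 and −1.23 in control day 3 against day 2. Without thinning, G2/M was 0.900 in control day 1 and 41.4 in day 2. Myc was 20.1, 8.26 and 5.92 in control days 1, 2 and 3, 6.38 in A20 cKO naive, 8.72 in A20 cKO day 1 and −11.8 in control day 2 against day 1. Mki67 was 23.7 and 16.1 in control days 2 and 3, and 16.8 and 7.09 in A20 cKO days 2 and 3. Cdk1 was 0.513, 13.05 and 4.25 in control days 1, 2 and 3, 10.1 and 4.73 in A20 cKO days 2 and 3, and −8.80 in control day 3 against day 2. For gene shares the construction gives the cause, since more UMIs per cell find a gene in more cells.

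Another thinning seed gave S differences of 14.3, 5.50 and 2.37 in control days 1 and 3 and A20 cKO naive against control naive, a G2/M difference of 3.85 in A20 cKO day 3 and an Mki67 difference of 13.6 in control day 3. In cells with Y-linked genes only, the Myc difference of control day 2 was 3.87.

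With at least 200 UMIs per gene the excess distances were 0.249 for control day 2 and day 3, 0.329 for A20 cKO naive and control day 3, 0.308, 0.577 and 0.174 for A20 cKO days 1, 2 and 3, and 0.208 for S cells. With shared barcodes removed as well they were 0.215, 0.509, 0.294 and 0.171 without A20 cKO day 2, 0.209 for S cells, and 0.305 for the difference between the distances of A20 cKO naive to control day 2 and day 3. A20 cKO day 2 was then at 0.287. The summed UMIs fell from 237056 to 178955 and the genes in this distance from 233 to 151. Ttr, at 1140 UMIs against 7 in these G2/M cells and mostly under 1 repeated barcode, contributed to the distance before the removal. How much of the fall Ttr explains was not isolated. G1 cells gave 0.124 for A20 cKO naive and control day 3, 0.174 for A20 cKO day 3 and 0.212 for the S pair. Leaving out the immediate-early and interferon sets gave 0.142 for A20 cKO day 1. With no genes left out A20 cKO day 3 was at 0.133 and the S pair at 0.341.

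Of the other 62 values that moved, 14 differences or ratios became smaller in size, 8 became larger, and 2 whose interval held 0 changed sign. Of the set medians 15 became larger in size and 15 smaller, and 8 marker shares moved under the cell filters, 5 up and 3 down. The number of cells limits the shares of rare transcripts: 0 of 502 thinned cells of control naive allows a share of cells with a UMI of up to 0.598%. At 2000 UMIs per cell, a cell that carries a rare transcript can show no UMI, so this does not bound the share of such cells.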

Other observations

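The tests on the split of the libraries, on a mix of sexes and on handling stress in A20 cKO day 1 were chosen only after the results had been seen, and the other tests in this part before.

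The share of cells with a Myc UMI was higher in control day 1 than in control naive. Deeper cells were excluded as the whole cause, since the difference was 9.09 points in cells thinned to one depth. Handling stress that differs between libraries may contribute: the immediate-early set, which cell handling induces, had a median log2 ratio of 4.0. In A20 cKO day 1 handling stress was excluded for the rise of the Myc share over A20 cKO naive, because there the set had a median of −1.46. A different mix of sexes was excluded, since the difference was 11.2 points (7.31 to 13.9) in cells with Y-linked genes, and Xist was found in 0 cells of both libraries. A mix of animals that differed in other ways cannot be told apart from the day, because each library is a pool and animals of 1 sex are not distinguished. An early response to the injury stays open and was not tested.

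The G2/M share was higher in control day 2 than in control naive, and higher in A20 cKO naive than in control naive. Random calls from scores near 0 were excluded as the whole cause, since strict G2/M cells differed by 15 points and by 2.44 points. For control day 2 a different mix of sexes was excluded, since the difference was 32.2 points (28.04 to 35.3) in cells with Y-linked genes. A mix that differed in other ways cannot be told apart from the day, as for Myc. A20 cKO naive and control naive lie on different sides of the library split, and 1 library each leaves genotype and split inseparable. More dividing cells after injury or without A20 stay open and were not tested.

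The G2/M profile of A20 cKO naive was nearer to that of control day 3 than to that of control day 2. A difference between the libraries in all cells may explain this, since G1 cells gave the same order with a difference of 0.431. The members of the fixed immediate-early and interferon sets alone were excluded as the whole cause, since the difference was 0.370 without both sets. This took the genes from 1576 to 1548 against control day 2. Genes outside the fixed sets, such as Ifit3b, stayed in, so interferon or immediate-early genes as a whole are not excluded. A program of division shared by A20 cKO naive and control day 3 stays open and was not tested.

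Control day 3 and the 4 A20 cKO libraries were nearer to each other in G1 cells than to the other 3 control libraries. Deletion of A20 alone was excluded, since control day 3, which is labelled control, was nearer to A20 cKO naive than to control day 2, its distance to the former minus that to the latter being −0.468. Molecules swapped between libraries under shared barcodes were excluded, since without these barcodes the smallest distance across the split still exceeded the largest within the linked libraries by 0.153. A candidate explanation is that the linked libraries were prepared or sequenced together, since they shared barcodes above chance with each other and at 0.755 times chance with the other 3. Free RNA from other cell types cannot be told apart from this. The gap was 0.127 without the fixed markers and Ttr, but only 49 genes were left out. A state common to control day 3 and A20 cKO cells stays open and was not tested.

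Other levels differed along the same split. Of these genes, Ddit4, Fkbp5 and Ngp were chosen after their values were seen. Ddit4 was at 66.9 to 256.4 CPM in the linked libraries and 8.04 to 23.2 in the other 3, and Fkbp5 at 183.4 to 304.6 and 36.5 to 48.8. S100a8 was at 10.2 to 17.5 CPM in the linked libraries and had 0 UMIs in the other 3, which allows up to 0.190 CPM in control day 2 and 1.85 CPM in control naive, and Ngp was at 5.90 to 11.2 CPM in the linked libraries and at 0.142 in control day 1. Ngp had 0 UMIs in control naive, which allows up to 1.85 CPM, and in control day 2, which allows up to 0.190 CPM.

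Summed over each marker list, the linked libraries reached 12205 to 20030 CPM of microglia genes and the other 3 libraries 20823 to 26511. Perivascular macrophage genes reached 4.12 to 12.6 and 0.711 to 1.64 CPM in the same order, monocyte genes 32.8 to 93.9 and 2.92 to 8.64, neutrophil genes 174.2 to 220.3 and 156.0 to 250.5, and oligodendrocyte genes 150.3 to 203.1 and 61.1 to 83.3. Astrocyte genes reached 8.23 to 26.7 and 2.21 to 3.29 CPM, neuron genes 3.81 to 14.5 and 1.85 to 2.84, endothelial genes 27.8 to 48.9 and 13.7 to 51.2, T or NK cell genes 0 to 0.787 and 0.142 to 12.9, and B cell genes 21.2 to 37.2 and 38.2 to 51.1. Of the lists, all 9 microglia genes, 2 of 6 oligodendrocyte genes, 1 of 6 neutrophil genes and 1 of 3 B cell genes found were present in at least 10% of microglia-like cells, and 0 genes of the other lists were. No gene was in more than 1 list.

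The 3 smallest clusters held 42 cells, all from the linked libraries, with 21 distinct barcodes, and 37 of these cells had a barcode found in more than 1 library. The neuron-like cluster was 5 cells with 1 barcode. In all, 14 barcodes occurred in each of the 5 linked libraries. There were 22 barcodes whose UMIs exceeded their genes by at most 0.05 times the genes, of which 18 had the same last 10 bases.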
